A study of Homo sapiens with 7 samples. Its data were reported in "IGF2BP1 promotes SRF-dependent transcription in cancer in a m6A- and miRNA-dependent manner" (2018).

How the data were processed

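Total RNA was sequenced from Huh-7 cells, a line derived from a human hepatocellular carcinoma, 72 h after transfection of a control siRNA (siC, 3 libraries) or of a pool of siRNAs directed against IGF2BP1 (siIGF2BP1, 4 libraries). IGF2BP1 is an RNA-binding protein, and a siRNA pool lowers its transcript by cleavage. According to the study's methods, the authors depleted ribosomal RNA, made strand-aware libraries, sequenced them on an Illumina NextSeq instrument, clipped reads with Cutadapt, aligned them with HISAT2 to the human genome build GRCh38 and counted reads per gene with featureCounts over an Ensembl annotation. The authors tested genes with edgeR after TMM normalization, which scales each library by a trimmed mean of gene ratios. The methods do not state whether reads were assigned by strand, so values of genes that overlap another are uncertain to that extent. Of the genes named, IGF2BP3 (with MALSU1), ELK4 (MFSD4A), MKL1 (SGSM3), VCL (AP3M1) and TAGLN (PCSK7) overlap a protein-coding gene on the other strand, and APOBEC3C overlaps one on its own strand. The groups and the replicate numbers were taken from the sample titles.

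The deposited table lists 58174 genes with an Ensembl identifier, a symbol, a biotype, a gene length and 1 FPKM value per library (fragments scaled to the length of the gene and to the size of the library). The deposited table also holds the authors' log2 fold change, p-value and FDR per gene, which were used only for a comparison of calls. No column of sample values lay outside the labels. In the table, hyphens in symbols were replaced by dots and 27 symbols had been turned into dates, so genes were matched by identifier. Of the genes, 23855 were listed at 0 in all 7 libraries. The 37 mitochondrial genes were all listed at 0 in each library, which a count of no reads or a mismatch of chromosome names can give.

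FPKM values are not counts, and the tests were made on a log scale. The product of FPKM and gene length was in each library a whole multiple of the value of 1 read for 100.0% of the values above 0, which gave the reads per gene and the depth. The deposited values had been divided by TMM-scaled library sizes, with factors from 0.964 to 1.03. Libraries held from 12826550 to 33212205 reads on genes, and no pair of libraries within a group agreed within sampling noise. Chi-square per degree of freedom over genes with at least 20 reads ran from 1.99 to 56.8. Counting error is small beside the spread between libraries for genes with many reads, and matters for the genes with few reads named below.

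Genes with a mean of at least 1 FPKM over the 7 libraries were tested (14839 genes). The test was limma (version 3.58.1 in R 4.3.3) with a mean-variance trend on log2(FPKM + 0.1), without covariates, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.01, the FDR threshold named in the study. Log2 changes are siIGF2BP1 minus siC on this scale, which understates the change of genes with low values. Lists of genes written from general knowledge were tested with camera on the same model, with a preset correlation of 0.01 between genes, two-sided, adjusted over the 6 lists. The threshold for lists, 0.05, was not part of the plan and was set when the results were written. The lists hold targets of the transcription factor SRF (50 genes), targets of the let-7 microRNA family (40), genes of the cell cycle (40), targets of MYC (40), interferon-induced genes (40) and genes of hepatocytes (40), and the symbols of all of them were found in the table. The test, its samples, these lists, the alternatives and the rule for genes named were fixed before the data were examined. By that rule, the genes named are the study's genes of interest, cofactors of SRF and 3 reference genes, and the 5 largest rises and 5 largest falls among protein-coding genes past the threshold whose siC and siIGF2BP1 values did not overlap, of which 1 rise is not reported here. Any other gene named was chosen after its values were seen, and is marked so.

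The fit was tested on simulated reads drawn from the mean of each gene and the library sizes, with a dispersion of 0.02 and 200 changed genes. Of the genes that passed the filter, 97 of 97 with a 4-fold change and 48 of 99 with a 2-fold change were called at the threshold, among 14781 genes tested, with 0 calls among unchanged genes. The median fitted log2 rise was 1.00 for 2-fold and 1.98 for 4-fold rises. After a GC-dependent trend was added to 1 simulated siC library, 30 of 99 genes with a 2-fold change were called among 14815 tested. On the same simulated reads voom, which weighs reads by their precision, called 95 of 99 genes with a 2-fold change and 4 unchanged genes among 14781 tested. The test used here is therefore the less sensitive of the 2 for 2-fold changes.

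Alternatives planned beforehand were a pseudocount of 1, no filter (genes above 0 in any library), a mean of at least 5 FPKM, median centring, quantile normalization, limma without the trend, protein-coding genes only, the replicate number as a block, each library left out in turn, a threshold of 0.05, a change of at least 0.5 on the log2 scale, camera with a correlation estimated per list, and fry, a rotation test of lists. Chosen after seeing the data were limma's voom on the recovered reads, removal of each library's trend with GC content (lowess with a span of 0.3), and limma array weights, which weigh each library by its spread. For these weights the gene-by-gene method was used because the default method did not converge.

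Gene positions, exons, 3'UTRs and coding sequences are those of the canonical transcript in a GENCODE annotation of GRCh38, the build the authors aligned to, in a later release than theirs. GC content was available for 14711 of the 14839 genes tested (99.1%). For the closing section, 3'UTRs of at least 50 bases from 10485 protein-coding genes with a mean of at least 1 FPKM, IGF2BP1 left out, were searched for all 7-base motifs present in at least 100 genes (15622 motifs). The log2 change, limited to 2 in size, was adjusted for GC content, 3'UTR GC content, 3'UTR length, gene length and expression with linear and squared terms, and a rank-sum z compared genes with and without each motif. Medians were also compared with 10000 random lists, each gene replaced by 1 of its 50 nearest genes without the site in GC content, 3'UTR GC content, 3'UTR length and expression. In simulated data a shift of -0.12 planted on a motif was ranked lowest of all motifs in 2 of 2 trials over 10485 genes. The simulation shuffled the adjusted changes over genes, which removes any link between sequence and change other than the planted one. The planted shift was also larger than the shifts from matched lists of GCCATTC (-0.066) and CAGGTGT (-0.049) in the closing section. Recovery of shifts of that size was not tested. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.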

Results

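To ask which transcripts depend on IGF2BP1 in hepatocellular carcinoma cells, the study compared the transcriptome of Huh-7 cells transfected with a control siRNA (siC) with that of cells transfected with an IGF2BP1-directed siRNA pool (siIGF2BP1). Total RNA-seq was available for 3 siC and 4 siIGF2BP1 libraries, collected 72 h after transfection. The siC libraries held 22525892, 33212205 and 13983987 reads on genes (replicates 1 to 3). The siIGF2BP1 libraries held 17745811, 18248256, 12948007 and 12826550 reads (replicates 1 to 4). Protein-coding genes took from 91.5% to 93.7% of these reads. Between 25425 and 28325 genes were detected per library, and 14839 genes had a mean of at least 1 FPKM and were tested.

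IGF2BP1 (ENSG00000159217, GRCh38 chromosome 17, 48997385 to 49056145, plus strand, 15 exons, a 3'UTR of 6701 bases) was first examined in every library. Its abundance was 81.9, 80.4 and 84.4 FPKM in siC replicates 1 to 3. It was 15.6, 15.7, 16.6 and 15.3 FPKM in siIGF2BP1 replicates 1 to 4. The mean was 82.2 ± 2.03 FPKM (SD, n = 3) in siC and 15.8 ± 0.583 FPKM (SD, n = 4) in siIGF2BP1, or 19.2% of siC. The log2 change was -2.37 (SE 0.0558, limma adjusted p = 1.16e-05). At least 1806 reads lay on IGF2BP1 in each library. The related genes IGF2BP2 and IGF2BP3, which a pool specific to 1 homologue leaves out, did not pass the threshold. IGF2BP2 was at 18 ± 2.1 FPKM (SD, n = 3) in siC and 19.2 ± 0.976 FPKM (SD, n = 4) in siIGF2BP1 (log2 change 0.10, limma adjusted p = 0.559), with a log2 change of 0.0030 without siC replicate 3. IGF2BP3 was at 17.4 ± 1.09 FPKM (SD, n = 3) and 18.1 ± 0.665 FPKM (SD, n = 4), respectively (log2 change 0.058, limma adjusted p = 0.649).

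The transcription factor SRF is the transcript the study followed. SRF (ENSG00000112658, chromosome 6, 43171269 to 43181506, plus strand, 7 exons, a 3'UTR of 2316 bases) was at 15.6 ± 0.110 FPKM (SD, n = 3) in siC and 7.55 ± 0.554 FPKM (SD, n = 4) in siIGF2BP1, or 48.4% of siC. The log2 change was -1.04 (SE 0.0717, limma adjusted p = 0.000536), with from 395 to 2115 reads per library. SRF was lower in each of the 4 siIGF2BP1 libraries than in any siC library. Across the fits that each left out 1 library, the log2 change of SRF ran from -1.08 to -1.0 and passed the threshold in 7 of 7.

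**Figure D1:**
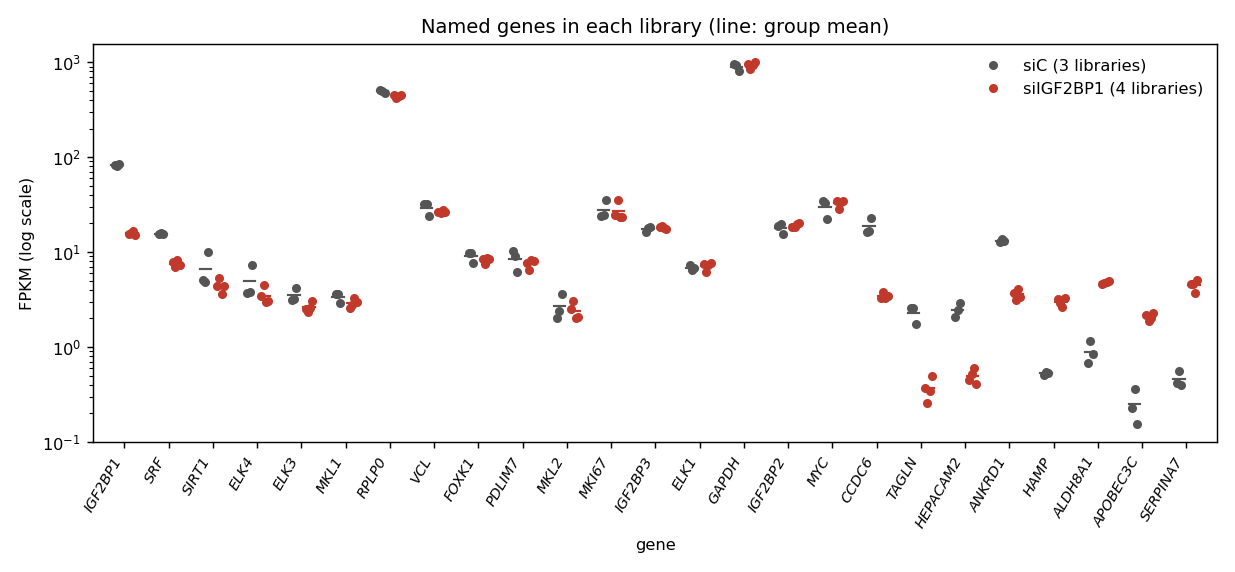
Abundance (FPKM, logarithmic axis) of named genes in each library, with 3 siC libraries in grey and 4 siIGF2BP1 libraries in red, and a line at each group mean. IGF2BP1 was at 82.2 FPKM in siC and 15.8 FPKM in siIGF2BP1, and SRF at 15.6 and 7.55 FPKM.

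At the threshold, 338 genes were lower and 245 genes were higher in siIGF2BP1 (limma, 583 genes in all). Among these genes, 319 of the lower and 222 of the higher were protein-coding. A change of at least 1 on the log2 scale was found for 55 of the lower and 84 of the higher genes. The values of the 2 groups did not overlap for any of the 583. Over all genes tested, 4009 (27%) had groups that did not overlap, against 5.71% by chance for 3 libraries against 4. The median log2 change of all genes tested was -0.017. The counts depended on the libraries. Without siC replicate 3, 990 genes were lower and 533 higher. Without any of the other 6 libraries, from 53 to 109 genes were lower and from 66 to 86 higher. Of the 583 genes, 576 also passed without siC replicate 3, and from 126 to 194 passed without 1 of the other libraries. Among the alternatives that kept all 7 libraries, array weights, chosen after seeing the data, moved the counts most, to 1722 lower and 1022 higher.

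**Figure D2:**
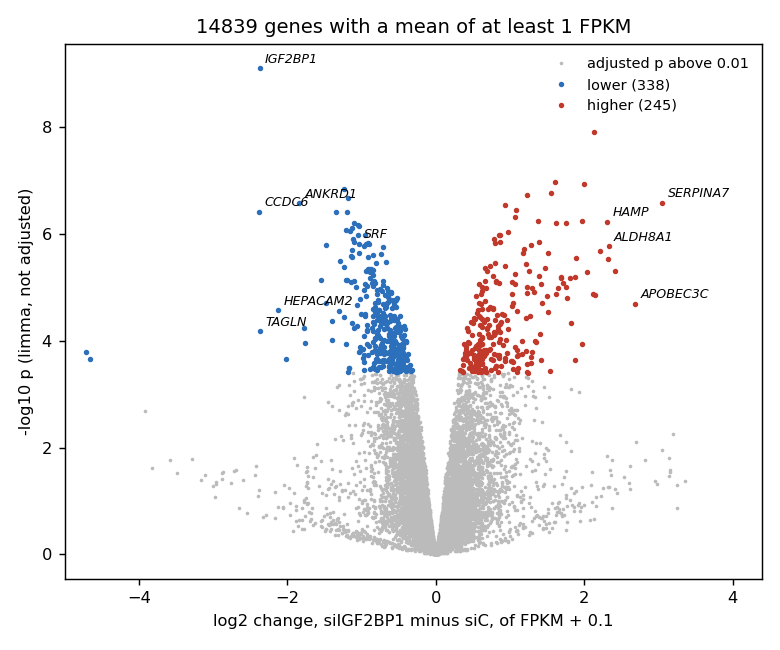
Log2 change of FPKM + 0.1 (siIGF2BP1 minus siC, horizontal axis) against -log10 of the limma p-value before adjustment (vertical axis) for 14839 genes, 1 point per gene. Genes lower at an adjusted p of at most 0.01 are blue (338) and genes higher are red (245).

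The largest falls by the rule for named genes were those of CCDC6, IGF2BP1 itself, TAGLN, HEPACAM2 and ANKRD1. CCDC6 (ENSG00000108091, chromosome 10, 59788747 to 59906556, minus strand) was at 18.7 ± 3.84 FPKM (SD, n = 3) in siC and 3.45 ± 0.257 FPKM (SD, n = 4) in siIGF2BP1, a log2 change of -2.39 (limma adjusted p = 0.000386). The actin-associated gene TAGLN (ENSG00000149591, chromosome 11, 117199370 to 117207464, plus strand) was at 2.29 ± 0.457 FPKM (SD, n = 3) and 0.366 ± 0.0961 FPKM (SD, n = 4), with 18 to 26 reads in the siIGF2BP1 libraries. Its log2 change was -2.36 (limma adjusted p = 0.00358), and it overlaps PCSK7 on the other strand and an unnamed transcript on its own. HEPACAM2 (ENSG00000188175, chromosome 7, 93188534 to 93226469, minus strand) fell by 2.12 on the log2 scale (limma adjusted p = 0.00220), with 13 to 24 reads in the siIGF2BP1 libraries. TAGLN no longer passed the threshold in 5 of the 7 fits that each left out 1 library, and HEPACAM2 in 3 of 7. ANKRD1 (ENSG00000148677, chromosome 10, 90912096 to 90921087, minus strand) was at 13.1 ± 0.531 FPKM (SD, n = 3) and 3.59 ± 0.419 FPKM (SD, n = 4), a log2 change of -1.85 (limma adjusted p = 0.000380). CCDC6, IGF2BP1 and ANKRD1 passed in 7 of 7 of these fits.

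Among the largest rises were those of SERPINA7, APOBEC3C, ALDH8A1 and HAMP, all of them genes with low values in siC. SERPINA7 (ENSG00000123561, chromosome X, 106032435 to 106038727, minus strand) was at 0.457 ± 0.0873 FPKM (SD, n = 3) in siC, from 15 to 49 reads, and at 4.50 ± 0.565 FPKM (SD, n = 4) in siIGF2BP1. Its log2 change was 3.05 (limma adjusted p = 0.000380). APOBEC3C (ENSG00000244509, chromosome 22, 39014257 to 39020352, plus strand) was at 0.249 ± 0.107 FPKM (SD, n = 3), from 6 to 33 reads, and at 2.09 ± 0.162 FPKM (SD, n = 4), a log2 change of 2.69 (limma adjusted p = 0.00184). APOBEC3C no longer passed the threshold in 4 of the 7 fits that each left out 1 library. APOBEC3C has near-identical relatives and overlaps another gene on its strand, so the assignment of reads to it is uncertain. ALDH8A1 (ENSG00000118514, chromosome 6, 134917393 to 134950115, minus strand) and HAMP (ENSG00000105697, chromosome 19, 35280716 to 35285143, plus strand) had log2 changes of 2.33 and 2.30 (limma adjusted p = 0.000546 and 0.000426).

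Among the other genes of interest to the study, none passed the threshold. The study showed falls of PDLIM7 and FOXK1 in cell lines other than Huh-7, and found MKI67 among genes lower in ES-2 cells. PDLIM7 (chromosome 5) was at 8.49 ± 2.05 FPKM (SD, n = 3) in siC and 7.60 ± 0.792 FPKM (SD, n = 4) in siIGF2BP1 (log2 change -0.13, limma adjusted p = 0.698). Without siC replicate 1 its log2 change was 0.011, and without siC replicate 3 it was -0.34. FOXK1 (chromosome 7) was at 9.12 ± 1.2 FPKM (SD, n = 3) and 8.24 ± 0.532 FPKM (SD, n = 4) (log2 change -0.14, limma adjusted p = 0.466), with a log2 change of -0.25 without siC replicate 3. Over 18 alternatives the limma adjusted p ran from 0.0434 to 0.976 for PDLIM7 and from 0.0153 to 0.747 for FOXK1. Both were lowest with array weights. The log2 changes of MKI67, MYC and SIRT1 were -0.054, 0.16 and -0.50 (limma adjusted p = 0.906, 0.609 and 0.288). Without siC replicate 3, those of MKI67 and MYC were 0.12 and -0.043 and that of SIRT1 was -0.17. The reference genes GAPDH, RPLP0 and VCL had log2 changes of 0.062, -0.18 and -0.14 (limma adjusted p = 0.763, 0.186 and 0.496). Without siC replicate 3, VCL passed the threshold with a log2 change of -0.29 (limma adjusted p = 0.00532, from 0.00368 to 0.791 over its 18 alternatives), as it did with array weights, and GAPDH had a log2 change of -0.0086.

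The study also asked whether cofactors of SRF changed, and reported no change in ES-2 cells. Of the cofactor genes ELK1, ELK3, ELK4, MKL1, MKL2 and MYOCD, 5 were tested and 0 passed the threshold, over all genes tested and adjusted over the list alone. At an unadjusted p under 0.05 there was 1, ELK3, with a log2 change of -0.40 (limma adjusted p = 0.120). The log2 changes of ELK1, ELK4, MKL1 and MKL2 were 0.059, -0.44, -0.23 and -0.13 (limma adjusted p = 0.750, 0.347, 0.30 and 0.779). Without siC replicate 3, those of ELK4 and MKL2 were -0.13 and 0.099. MYOCD was listed at 0 in each of the 7 libraries.

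Lists of genes were then compared as sets. The list of SRF targets (40 genes tested) had a median log2 change of -0.17, with a lower mean in siIGF2BP1 for 26 genes (camera adjusted p = 0.0218). In this list 4 genes were lower and 1 was higher over all genes tested, and 9 were lower and 3 higher adjusted over the list alone. The 5 genes, named after their values were seen, were ANKRD1, TAGLN, TAGLN2 and TPM1, which were lower, and THBS1, which was higher. The cell cycle list (40 genes) had a median of -0.12, with a lower mean for 30 genes (camera adjusted p = 0.0218). It held 0 genes past the threshold over all genes tested and 0 adjusted over the list alone, with 10 lower and 0 higher at an unadjusted p under 0.05. The hepatocyte list (35 genes) had a median of 0.17, with a higher mean for 23 genes (camera adjusted p = 0.00374), 6 higher genes over all genes tested and 9 adjusted over the list alone. Without siC replicate 3 its median was 0.088. None of these 3 lists passed 0.05 with a correlation estimated per list (camera adjusted p = 0.409 for each) or with fry (adjusted p = 0.0650, 0.0685 and 0.0650 for SRF targets, cell cycle and hepatocyte). Without siC replicate 1 or 2 the lists of SRF targets and of cell cycle genes did not pass 0.05 with camera.

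The let-7 target list (37 genes) had a median of -0.10 (camera adjusted p = 0.137), with 1 gene lower and 1 higher over all genes tested and as many adjusted over the list alone. At an unadjusted p under 0.05, 11 of its genes were lower and 3 higher, and 25 had a lower mean and 12 a higher mean. The median of the let-7 target list was -0.032 without siC replicate 3 and -0.16 without siC replicate 1. The interferon list (15 genes) had a median of 0.19 (camera adjusted p = 0.137), with 3 higher genes over all genes tested, and 2 lower and 5 higher adjusted over the list alone. It passed 0.05 with fry (adjusted p = 0.0361). Its median was 0.30, 0.11 and 0.062 without siC replicates 1, 2 and 3. The MYC target list (40 genes) had a median of -0.017 (camera adjusted p = 0.960), with 0 genes lower and 1 higher over all genes tested and as many adjusted over the list alone, against 5 lower and 4 higher at an unadjusted p under 0.05. Its median was above 0 without siC replicate 1 (0.031) or 2 (0.034) and -0.13 without siC replicate 3, where it passed 0.05 (camera adjusted p = 0.0246, from 0.0246 to 0.995 over its 20 alternatives).

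**Figure D3:**
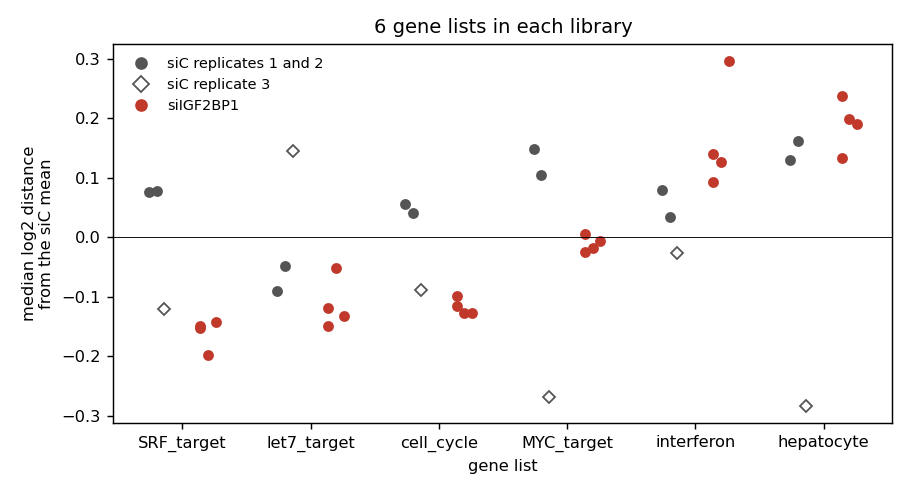
Median log2 distance of the genes of each of the 6 lists from the siC mean (vertical axis) in each library, with siC replicates 1 and 2 as filled grey points, siC replicate 3 as open diamonds and the 4 siIGF2BP1 libraries in red. In the hepatocyte list, siC replicate 3 lay at -0.28, siC replicates 1 and 2 at 0.13 and 0.16, and the siIGF2BP1 libraries from 0.13 to 0.24.

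In the authors' deposited table, 1346 genes had an FDR of at most 0.01, of which 709 were lower and 637 higher. In the authors' deposited table, 1047 of these genes were among those tested here. The authors' deposited table shared 532 calls with the 583 made here, all with the same direction. Thus 91.3% of the genes called here were also called in the authors' deposited table, and 50.8% of the 1047 were called here. Across the genes tested, the log2 changes here and in the authors' deposited table had a Pearson correlation of 0.936. Genes are not independent replicates, and both sets of values come from the same libraries.

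Libraries differed in ways that the groups did not explain. The first principal component of the tested genes (34.5% of the variance) set siC replicate 3 apart from the other 6 libraries. The correlation of log2 values was 0.971 between siC replicates 1 and 2, and 0.916 and 0.929 between siC replicate 3 and these. The SD of the log2 distances from the other libraries of the group, over 10653 protein-coding genes, was 0.444 in siC replicate 3, 0.267 and 0.210 in siC replicates 1 and 2, and from 0.112 to 0.192 in siIGF2BP1. Across genes, the distance of siC replicate 3 followed the GC content of the transcript with a Spearman's rho of -0.559, and that of siIGF2BP1 replicate 2 with a rho of -0.491. The rho was 0.580 and 0.439 in siC replicates 1 and 2, and 0.0152, 0.386 and 0.295 in siIGF2BP1 replicates 1, 3 and 4. Each distance is taken from the other libraries of the group, so these signs are not independent. The labels give no batch, and no fit with a batch could be made.

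**Figure D4:**
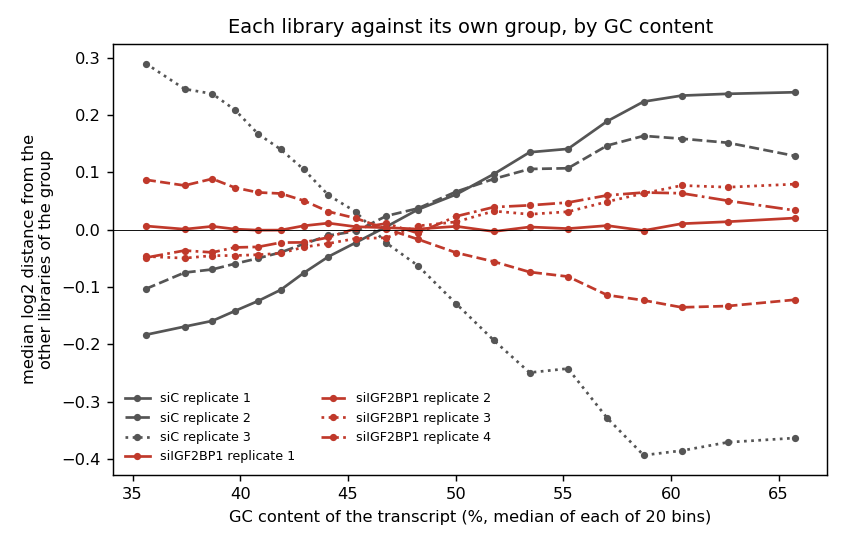
Median log2 distance of each library from the other libraries of its group (vertical axis) against the GC content of the transcript in % (horizontal axis), in 20 bins of protein-coding genes, for 3 siC libraries (grey) and 4 siIGF2BP1 libraries (red). The line of siC replicate 3 runs from 0.29 in the bin of lowest GC content to -0.36 in the bin of highest.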

Values the study reported

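The study reported 242 transcripts that were lower after depletion of IGF2BP1 in both Huh-7 and ES-2 cells, SRF among them. For predicted let-7 targets, it gave 158 lower transcripts in Huh-7 and 429 in ES-2 cells.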

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

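The test of a deviation shared between libraries was chosen after the result was seen, and the other 2 tests before. Among the siIGF2BP1 libraries, MKI67, which encodes a protein of dividing cells, was at 35.8 FPKM in replicate 2 and at 24.5, 23.7 and 23.6 FPKM in replicates 1, 3 and 4. The gap between replicate 2 and the nearest of the others made up 0.924 of the range of the 4 values, above Dixon's critical value for 4 samples at the 95% level. Of 39 results examined in this way 1 exceeded the value, and chance alone gives about 1.95, so the deviation is within what chance gives over all results. The siC group has 3 libraries and was not examined in this way. In it, MKI67 was at 23.8, 24.8 and 35.1 FPKM in replicates 1 to 3.

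A trend with GC content was argued against. The MKI67 transcript has a GC content of 48.4%, and removal of each library's trend did not reduce the gap, which made up 0.907 of the range on the log2 scale before and 0.912 after. A larger share of dividing cells in this library was argued against as well, since the median of the cell cycle list was -0.127 from the siC mean in replicate 2 and -0.115, -0.126 and -0.0983 in replicates 1, 3 and 4. A deviation that this library shares with siC replicate 3 remains a candidate explanation. Across 10672 protein-coding genes, the distances of siIGF2BP1 replicate 2 and of siC replicate 3 from their groups had a Pearson correlation of 0.623, and of 0.517 after removal of each library's trend with GC content (10653 genes). The other siIGF2BP1 libraries give no separate comparison, because the distances within a group sum to 0. Genes are not independent replicates. The distances also rose with gene length in both, with a Spearman's rho of 0.241 in siC replicate 3 and 0.261 in siIGF2BP1 replicate 2. In the other libraries the rho with gene length ran from -0.292 to 0.00185. This relation was not separated from the trend with GC content, and gene length was not tested as an explanation for MKI67. What else the 2 libraries share was not tested, and a difference in handling or in cell state may underlie it.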

How the results depend on the processing

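IGF2BP1 (log2 change from -2.40 to -2.31 over 18 alternatives) and SRF (from -1.08 to -0.96) kept their direction under each alternative, and their side of the threshold under each except the replicate block. IGF2BP2 (from 0.0018 to 0.17), IGF2BP3 (from 0.0062 to 0.10) and FOXK1 (from -0.25 to -0.078) kept their direction and passed the threshold under none. The count of cofactors past the threshold was 0 under each alternative that was run, with 1 of 5 at an unadjusted p under 0.05 in the test used here. The planned quasi-likelihood count test on recovered reads was not run, and voom on these reads took its place.

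Without a filter, 206 genes were lower, 146 higher and 329 shared with the authors' deposited table. That fit tested 34319 genes, and the let-7 target (-0.085, camera adjusted p = 0.0442) and interferon (0.24, adjusted p = 0.000607) lists passed 0.05. With protein-coding genes only, 511 genes were lower, against 319 protein-coding genes in the fit over all biotypes, and the lists of SRF targets (-0.17, adjusted p = 0.0735) and cell cycle genes (-0.12, adjusted p = 0.0758) no longer passed. At a mean of at least 5 FPKM these lists did not pass either (-0.11 and -0.12). At a threshold of 0.05, which is looser by construction, 1010 genes were lower, 703 higher and 935 shared.

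Median centring gave a MYC target median of 0.013. Quantile normalization gave 0.053 for that list, reversed RPLP0 (0.11), and left the lists of SRF targets (-0.084) and cell cycle genes (-0.044) short of 0.05. It also moved the log2 change of GAPDH from 0.062 to 0.45 (limma adjusted p = 0.0642) and the hepatocyte median from 0.17 to 0.33. With a correlation estimated per list, the lists of SRF targets (-0.17), cell cycle genes (-0.12) and hepatocyte genes (0.17) did not pass, and fry gave the same 3 losses and a pass for interferon (0.19). The adjusted p over 20 alternatives ran from 0.00164 to 0.690 for SRF targets, from 0.00164 to 0.409 for cell cycle, from 1.50e-06 to 0.409 for hepatocyte, from 0.000607 to 0.420 for interferon, from 0.0442 to 0.734 for let-7 targets and from 0.0246 to 0.995 for MYC targets. No scaling moved the share of higher genes among the calls (42.0%) by over 10 percentage points (47.6% with median centring, 51.8% with quantile normalization), and the median of all genes stayed between -0.0342 and 0.0119 under the scalings and weights run.

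Chosen after seeing the data, voom on recovered reads called 489 lower and 353 higher genes, with 565 of the 583 called in the test used here. Removal of the GC trend gave 507 lower and 468 higher genes and a MYC target median of 0.0024. Array weights gave siC replicate 3 a weight of 0.0986 against 2.84 for siC replicate 2, and called 1722 lower and 1022 higher genes, 972 of them shared with the authors' deposited table. MKL2 (0.029) and MKI67 (0.037) reversed there.

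Libraries with the same replicate number did not deviate together. The correlations of their deviations from the group means were -0.0263, -0.118 and -0.111 for replicates 1 to 3, so the samples share only a number. With the replicate block (6 libraries, 2 residual degrees of freedom), 0 genes were lower, 0 higher and 0 shared with the authors' deposited table, with 1319 lower and 1063 higher at an unadjusted p under 0.05 and a smallest adjusted p of 0.0944. IGF2BP1 had a log2 change of -2.36, SRF of -1.02 and MKI67 of 0.0015 in that fit.

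Across the 7 fits that each left out 1 library, from 53 to 990 genes were lower, from 66 to 533 higher and from 126 to 772 shared with the authors' deposited table. The upper end of each range was the fit without siC replicate 3. The fits without another library have fewer samples and an unchanged outlying library, and the cause of their lower counts was not tested beyond that. The medians of the lists ran from -0.22 to -0.13 (SRF targets), -0.13 to -0.083 (cell cycle), -0.13 to 0.034 (MYC targets), -0.16 to -0.032 (let-7 targets), 0.062 to 0.30 (interferon) and 0.088 to 0.19 (hepatocyte). PDLIM7 ran from -0.34 to 0.011, MKI67 from -0.20 to 0.12, MKL2 from -0.30 to 0.099, MYC from -0.043 to 0.27 and GAPDH from -0.0086 to 0.11. For the other changes in these paragraphs the cause was not tested. Outside these fits, 11 calls of other named genes were lost, all under the replicate block or, for TAGLN and HEPACAM2, under quantile normalization, and 1 was gained (VCL with array weights, -0.27). TAGLN, HEPACAM2 and APOBEC3C, the named genes whose calls were lost when single libraries were left out, have few reads in 1 of the groups. However, SERPINA7 (15 to 49 reads in siC) and HAMP (22 to 53) also have few reads, and passed in 7 of 7 of these fits. Depth was therefore not shown to be the cause of the losses.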

Other observations

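Tests of siC replicate 3, and those of matched lists, of the site's place and of the fit without siC replicate 3 for the motifs, were chosen after the result was seen. The 35 ways to split the 7 libraries into 3 and 4 include the real one. The real split gave 583 genes past the threshold and each other split 0, so 1 of the 35 splits gave as many lower genes and 1 of 35 as many higher genes. For the hepatocyte list 1 of the 35 splits gave a camera p-value as low. For SRF targets it was 5 of 35, for cell cycle genes 6, for interferon genes 6, for let-7 targets 26 and for MYC targets 34, so for these 5 lists a grouping of libraries by chance was not excluded.

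The siC libraries were not alike. In siC replicate 3, 67 histone genes had a median log2 distance of 0.62 from siC replicates 1 and 2 (0.58 after median centring, 0.57 after quantile normalization), 192 snoRNA genes of 0.47 (0.43 and 0.52) and 78 ribosomal protein genes of -0.61 (-0.65 and -0.53). A swapped label was argued against by IGF2BP1, at 84.4 FPKM in this library and at most 16.6 FPKM in siIGF2BP1. Depth was argued against, since the 2 libraries with fewer reads had SDs of log2 distances of at most 0.142, against 0.444. Ribosomal RNA left after depletion was not excluded. Annotated rRNA genes took 0.0374% of the reads in siC replicate 3 and at most 0.00572% in any other library. MIR6087 and CH507.513H4.3, taken here to hold rRNA sequence, had 356 and 198 reads in siC replicate 3 and at most 5 and 7 in any other library. Reads on annotated genes may be a small part of all rRNA reads, so the share that was left is unknown. A trend with GC content was part of the deviation but not all of it. After its removal the SD was 0.381 in siC replicate 3 and from 0.112 to 0.225 in the others. The correlation with siIGF2BP1 replicate 2 (0.623 across genes, and 0.517 after removal of the GC trend) places part of the deviation in both groups. The rise of histone and snoRNA genes was not shared, with medians of -0.076 and 0.0088 in siIGF2BP1 replicate 2. Its ribosomal protein genes were at -0.13, in the direction of siC replicate 3. What caused the deviation of siC replicate 3 stays open, and the design gives no biological difference between the siC libraries to test. Leaving siC replicate 3 out raised the number of genes past the threshold to 990 lower and 533 higher, but it also changed the relation of the log2 change to GC content across genes, with a Spearman's rho of -0.016 with all libraries and -0.287 without it.

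The study proposes that IGF2BP1 impairs the decay of transcripts through microRNAs, let-7 among them. As a test of this for let-7 in the present libraries, genes with a let-7 site (CTACCTC) in the 3'UTR were compared with matched random lists. The 1188 genes had a median log2 change of -0.059, and 95% of 10000 matched lists had medians between -0.0657 and -0.0341. The median lay at percentile 11.3 of the lists, and at 6.89 without siC replicate 3. No fall of genes with a let-7 site beyond matched genes was therefore detectable. This leaves the explanation open, since a fall with a median above -0.0657 would not be detected, and the study describes less let-7 in Huh-7 than in ES-2 cells and an action of IGF2BP1 that depends little on the sites themselves. Let-7 sites were found in 14.2% of the 317 lower genes past the threshold, in 11.3% of the 9948 genes not called and in 7.73% of the 220 higher genes, without matching on 3'UTR length. Among the 317 lower genes, 45 had a let-7 site. That is lower than the number of predicted let-7 targets quoted from the study above, which was counted in another way. In the motif screen described below, sites of other microRNAs named in the study lay on both sides of the median z of all motifs (1.03). The z was -1.45 for miR-22-3p (rank 129 from the lowest) and 0.825 for miR-125-5p. For miR-122-5p, miR-181-5p and miR-23-3p it was 1.94, 1.98 and 2.36. Sites of these microRNAs were not compared with matched lists.

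All 7-base motifs were then screened over 3'UTRs, to ask whether transcripts that fell share a short sequence. Of 15622 motifs, GCCATTC had the lowest z (-6.47, 1206 genes) and CAGGTGT the second lowest (-5.34, 1911 genes). The lowest z in 100 shuffles of the genes was -4.85, and 2 motifs lay below it. Of the 317 lower genes past the threshold, 160 (50.5%) had at least 1 of the 2 motifs in the 3'UTR, against 24.9% of the 9948 genes that were not called and 18.6% of the 220 higher genes. These shares are not separate evidence, because the motifs were picked on the log2 changes of the same fit. They were also not matched on 3'UTR length. Of the named genes, CCDC6 has 2 GCCATTC sites in its 3'UTR and SRF has 1. However, ELK4 (3 sites), FOXK1 (2) and ELK1 (1) have the motif and did not pass the threshold, APOBEC3C, which rose, has both motifs, and TAGLN, HEPACAM2 and ANKRD1, which fell, have neither. Both motifs also occur in the IGF2BP1 transcript, GCCATTC at base 6518 in the 3'UTR and CAGGTGT at base 1586 in the coding sequence. Of all motifs screened, 37.7% occur in that transcript of 8796 bases, so this is weak evidence. At the other end, 7 motifs lay above the shuffles, with GCACTTT highest (z 5.81, and 3.84 without siC replicate 3).

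Explanations of this pattern were then examined, and most stay open. Matched lists with a median as low as that of the genes with GCCATTC (-0.11) numbered 0 of 10000. The smallest p-value such lists can give is 0.0001. The motif was picked on changes already adjusted for 3'UTR length, GC content and expression. The result of matching on these features was thus largely fixed beforehand, and is not separate evidence against them. Without siC replicate 3 the 2 motifs were again lowest, with a z of -7.49 for GCCATTC and -6.88 for CAGGTGT. Loss of IGF2BP1 from its binding motif, CAUH, or from m6A sites was not excluded. The 255 other motifs with CATT had a median z of 0.934 (1.24 without siC replicate 3), near that of all motifs (1.03), the core ranked 98 of 256 from the lowest, and 12.6% of these motifs lay in the lowest 10% of all. The other forms of CAUH were not low, with a median z of 1.47 and rank 245 for CATA and of 1.11 and rank 167 for CATC, and 3.97% and 6.35% of their motifs in the lowest 10%. CAGGTGT itself holds no CAUH, so this explanation bears at most on GCCATTC. Motifs with GGACT, the core of m6A sites, had a median z of 0.837 (0.496 without siC replicate 3) and ranked 342 of 1024, but 19.1% of them lay in the lowest 10% of all. Of the CATT and GGACT motifs, 16.9% and 27.7% had a z below 0. The middle of all motifs was 1.03 and not 0, and their share below 0 was not taken for comparison. Neither these shares nor the medians decide, since part of each set lay in the lowest 10% of all.

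A candidate explanation is repression of 3'UTR sites by the seed of a siRNA in the pool, in the way a microRNA acts. Genes with GCCATTC in the 3'UTR followed by A, the context that favours microRNA sites, had a median log2 change -0.0984 from matched lists, and those with the motif not followed by A one of -0.0513. Genes with GCCATTC only in the coding sequence had a shift of -0.00054, within the matched lists. For CAGGTGT these shifts were -0.0934, -0.0395 and -0.0057. The motifs were picked for their 3'UTR signal, so the contrast with the coding sequence is in part a result of the choice, while the base after the site played no part in it. Chance differences between libraries remain open. In 28 of the 35 splits of the libraries some motif had a z as far from 0 as that of GCCATTC. The largest absolute z was 8.46. GCCATTC itself lay as far in 6 splits, the real split among them, each with siC replicates 1 and 2 on the same side. With siC replicates 1 and 2 on different sides, the z of GCCATTC went no further from 0 than -5.15. The 6 splits keep siC replicates 1 and 2 apart from most siIGF2BP1 libraries, so a real effect would give them too. They do not tell an effect of the siRNA pool from chance differences between libraries. Whether the lowest motif (z -6.47) marks an off-target seed cannot be told apart from such differences here, because the siRNAs, which the study lists, were not compared with the motifs here and cells with another siRNA against IGF2BP1 were not analysed here. Loss of IGF2BP1 itself, acting through a microRNA with such a seed, may give the same pattern and was not tested. In ES-2 cells depleted with siRNAs, the study found that SRF rose again with chicken Igf2bp1, but not with a mutant deficient in RNA binding. It also deleted the gene in other cell lines, and restored the protein in ES-2 cells. The authors concluded that off-target effects of the siRNA pool were ruled out. These experiments bear on SRF and not on the other transcripts, and their data were not analysed here. The pattern was found and tested on the same libraries and is offered as a hypothesis.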
